A study of Mus musculus with 4 samples.

How the data were processed

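The series profiled N6-methyladenosine (m6A), the methylation of adenosine at its N6 position, in polyA RNA of mouse retinal organoids with GLORI. In GLORI, glyoxal and nitrite deaminate unmethylated adenosine to inosine, which is read as G, whereas m6A resists and is still read as A. The methylation level of a position is therefore the share of A among its A and G reads. Per the labels, the organoids came from an Rx:GFP line, a retinal reporter line, in which the FKBP12F36V degron was knocked into the C-terminus of endogenous Mettl3. METTL3 is the catalytic subunit of the main m6A methyltransferase of mRNA, and dTAG13 is a small molecule that sends proteins carrying this degron to proteasomal degradation. Per the labels, day 6 organoids received 125 nM dTAG13 for 8 h or no dTAG13 (0 h), and all cells were collected at the same time. The groups were taken from the sample titles, which gave 2 untreated libraries and 2 dTAG13 libraries. The genotype text in the labels names a different Mettl gene in each of the 4 samples, whereas the series title and design text name METTL3 for all of them. The degron was therefore taken to be on METTL3 in all 4 libraries, and this was not tested here. The labels give all 4 libraries the same batch.

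The authors deposited 1 site table per library, and replicates were not pooled. For each listed position the deposited counts are the number of reads with A or G and the number with A, and these counts are not normalised. The deposited fraction of A among A and G reads is the methylation level, not corrected for incomplete conversion, and it matched the ratio of the counts at 100% of the listed sites. A second fraction deposited by the authors is the conversion rate of the gene, the share of A read as G. The coverage signal of each gene, as deposited by the authors, is one value per gene and library and is not normalised to library depth. The deposited p-value of a site matched, within 6%, a one-sided binomial test of its A reads against the unconverted share of the gene at 97.7% to 98.4% of the sites compared. Only called sites are listed: in every library the lowest values were 15 A and G reads, 5 A reads and a level of 10%, and the largest adjusted p-value of the authors was 0.00401. A position absent from a table can therefore be unmethylated, below these limits or uncovered. Per the names of the deposited tables, the second mate was used after adapter trimming, cleaning and trimming of molecular identifiers. Neither the headers nor the labels state the aligner, the caller, the genome build or whether duplicate reads were collapsed.

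The chromosome and contig names fit the mouse build GRCm39, which the labels do not state, and coordinates are given as the tables list them. No genome of that build was used here, so the sequence around a site, its exon or intron and its UTR were not assigned. The planned comparisons by DRACH motif and by transcript region were left out for this reason. A RefSeq gene table of assembly GRCm38 served only to check names: of 20001 gene names in the site tables, 19698 were symbols there and 4 were synonyms, 98.5% in all. Only 10.9% of the sites of the first untreated library fell inside the GRCm38 interval of the gene they are listed under, so none of its coordinates were used. Sites that the tables place in no gene are called sites outside genes.

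Sites listed per library, median levels and shares of sites recovered in another library were computed directly from the tables. Shares have Wilson 95% intervals. Reads were not known to be independent molecules, since PCR duplicates may remain, so the intervals cover counting error only. Recovery was computed for sites with at least 50 reads in the reference library. Single values were compared with exact two-sided permutation tests of 2 against 2 libraries, whose smallest possible p is 0.333.

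Changes per site were tested at sites listed in all 4 libraries with at least 20 reads in each. A quasi-binomial logistic model of A and G reads was fitted per site. Its Pearson dispersion was moderated over sites with limma's squeezeVar and held at 1 or above, and the group term was tested with a two-sided deviance F test. Values of p were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The same model was fitted per gene to the reads summed over its tested sites. Gene coverage was tested with limma on its log2 values, centred on the median over the genes listed in all 4 libraries. The tests, the groups, the list of 12 retinal regulator genes and the rule for naming sites and genes were fixed before the data were examined. The rule named the 5 sites with the largest fall and the 5 with the largest rise past the threshold, 1 per gene, with at least 50 reads in each library and with both dTAG13 libraries on the same side of both untreated libraries. It also named the 5 genes with the smallest p among those with at least 3 tested sites, the genes Mettl3 and Mat2a, and the retinal list, of which 1 gene is not reported here and is left out of the values given for the list.

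The alternatives were other read minimums, a replicate block, a pooled Fisher's exact test, edgeR's quasi-likelihood test on A and G reads, limma on log2 odds with 0.5 added to the A and to the G reads, no lower bound on the dispersion, subtraction of the gene's unconverted share, thinning of reads to equal coverage, other level limits, other reference libraries, other centring of coverage and leaving out each library in turn. A further 3 were chosen after the data were seen: genes with closely matched coverage, recovery at 40 to 90% only, and a dispersion trend on coverage. The models were checked on simulated data built on the real site read numbers and levels and on the real mean gene coverage. At 2321 simulated sites, of which 200 were changed by 3 on the log odds scale, 79.5% of the changed sites were recovered, 4.79% of the calls were false, and 0 sites were called when none was changed. For coverage, 12520 genes were simulated with 200 changed by 1.5 on the log2 scale, of which 100% were recovered, with 4.31% false calls. The noise of the simulated coverage was a fixed value, the same for every gene and not estimated from the libraries. This recovery therefore does not show how large a change the coverage test could find in the real data. The work used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1, R 4.3.3, limma 3.58.1 and edgeR 4.0.16.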

Results

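GLORI m6A profiles of day 6 mouse retinal organoids were compared between 2 libraries without dTAG13 and 2 libraries collected after 8 h in 125 nM dTAG13, which was used to degrade degron-tagged METTL3. The untreated libraries listed 335607 and 350462 sites in 16473 and 16629 genes. The dTAG13 libraries listed 220034 and 263069 sites in 14920 and 15906 genes. The median number of A and G reads per listed site was 78 and 80 in the untreated libraries and 75 and 91 in the dTAG13 libraries. Reads summed over the listed sites came to 52195855 and 54905380 in the untreated libraries and to 30102136 and 45966738 in the dTAG13 libraries, sums that move with the number of sites listed. Over the 12520 genes listed in all 4 libraries, the median gene coverage was 99.2 and 103.2 without dTAG13 and 82.4 and 110.9 with it. Sites outside genes made up 22.3% and 22.3% of the untreated sites and 18.8% and 23.2% of the dTAG13 sites.

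The first question was whether fewer m6A sites were called after METTL3 degradation. The number of listed sites averaged 343034 ± 10504 (SD, n = 2) without dTAG13 and 241552 ± 30430 (SD, n = 2) with it, a ratio of 0.704. Both dTAG13 libraries lay below both untreated libraries, and the difference exceeded the spread within either group. The exact two-sided permutation test gave p = 0.333, the smallest value that 2 against 2 libraries allow. Leaving out 1 library moved this ratio most, to 0.767 without dTAG13 replicate 1 and to 0.641 without dTAG13 replicate 2. In 784 genes whose coverage was closely matched in all 4 libraries, a subset chosen after the data were seen, the ratio was 0.672.

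The tables overlapped little. Of 1076788 sites listed in any library, 996584 (92.6%) were listed in 1 library, 70517 in 2, 7194 in 3 and 2493 (0.232%) in all 4. The untreated pair shared 28651 sites, the dTAG13 pair shared 13614, and the 4 pairs of 1 untreated and 1 dTAG13 library shared 15209 to 17418. The untreated pair thus shared more sites than every other pair. Shared numbers also rise with the number of sites each library listed, which was smaller with dTAG13. The excess over all levels therefore does not by itself show a loss of shared sites. Its size depended on the level. At a mean level of 10 to 40% the untreated pair shared 18186 sites and the dTAG13 pair 10556, a ratio of 0.580. At 40 to 90% these numbers were 8100 and 2623 (ratio 0.324), and at 90% or more they were 2365 and 435 (ratio 0.184). Mixed pairs shared 3324 to 3950 sites at 40 to 90% and 484 to 623 sites at 90% or more.

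**Figure D1:**
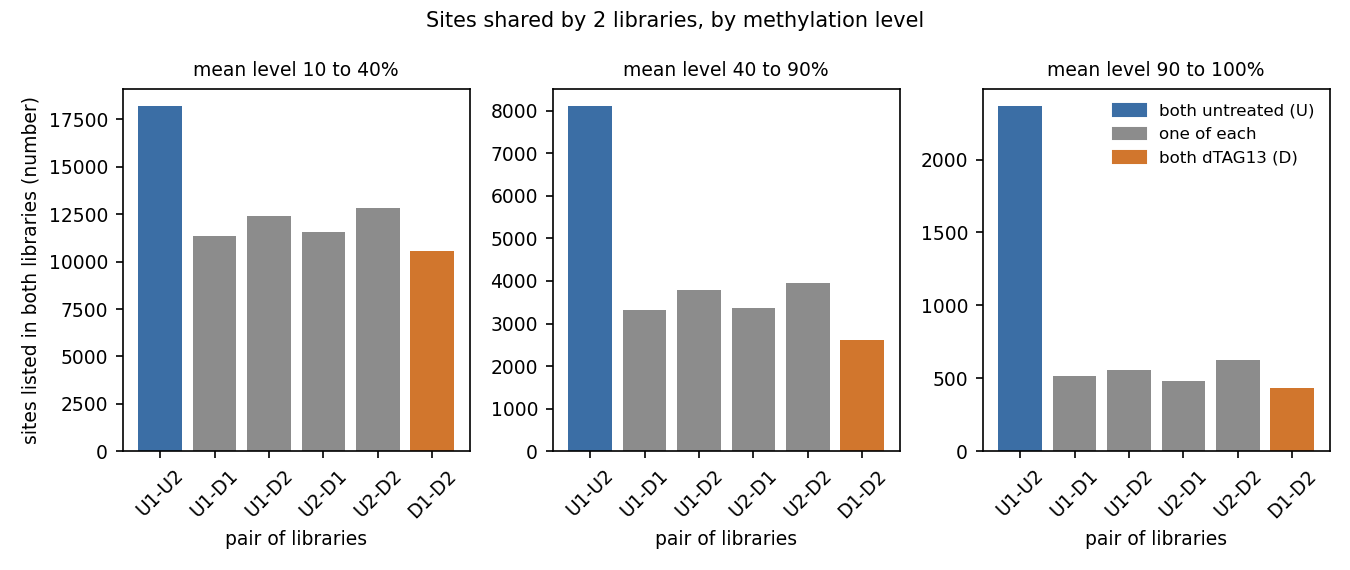
Number of sites listed in both libraries of each pair, split by the mean methylation level of the pair, with U for untreated, D for dTAG13 and the replicate number. The untreated pair (blue) shared 8100 sites at 40 to 90%, above the 3324 to 3950 of the mixed pairs (grey) and the 2623 of the dTAG13 pair (orange). The numbers are not adjusted for the number of sites listed per library.

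The next comparison asked how many untreated sites were still listed after dTAG13, with the other untreated library as background. Of 219598 sites with at least 50 reads in untreated replicate 1, 10.6% (Wilson 95% interval 10.4 to 10.7%) were listed in untreated replicate 2. The shares were 5.84% (5.74 to 5.93%) in dTAG13 replicate 1 and 6.25% (6.15 to 6.35%) in dTAG13 replicate 2, on average 0.572 of the share in the untreated replicate. With untreated replicate 2 as reference, the shares were 10.3% in untreated replicate 1 and 5.66% and 6.16% in the dTAG13 libraries. Restricting the sites to a level of 50% or more moved the ratio most, from 0.572 to 0.293. At 10 to 20% the share was 10.3% in untreated replicate 2 against 7.53% and 7.98% in the dTAG13 libraries. At 60 to 80% it was 14.0% (13.4 to 14.7%) against 3.47% (3.14 to 3.84%) and 4.18% (3.81 to 4.58%). At 97% or more all 3 shares were low, at 8.06%, 2.20% and 2.43%. At 40 to 90%, sites of the dTAG13 libraries were also listed less often in the other dTAG13 library than in either untreated library. The shares were 5.02% against 6.41% and 6.46% for dTAG13 replicate 1. For dTAG13 replicate 2 they were 4.03% against 5.97% and 6.16%. A ratio below 1 thus follows in part from the smaller number of sites in the dTAG13 libraries. No test across libraries was possible for these shares, since each comparison has a single untreated background library.

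**Figure D2:**
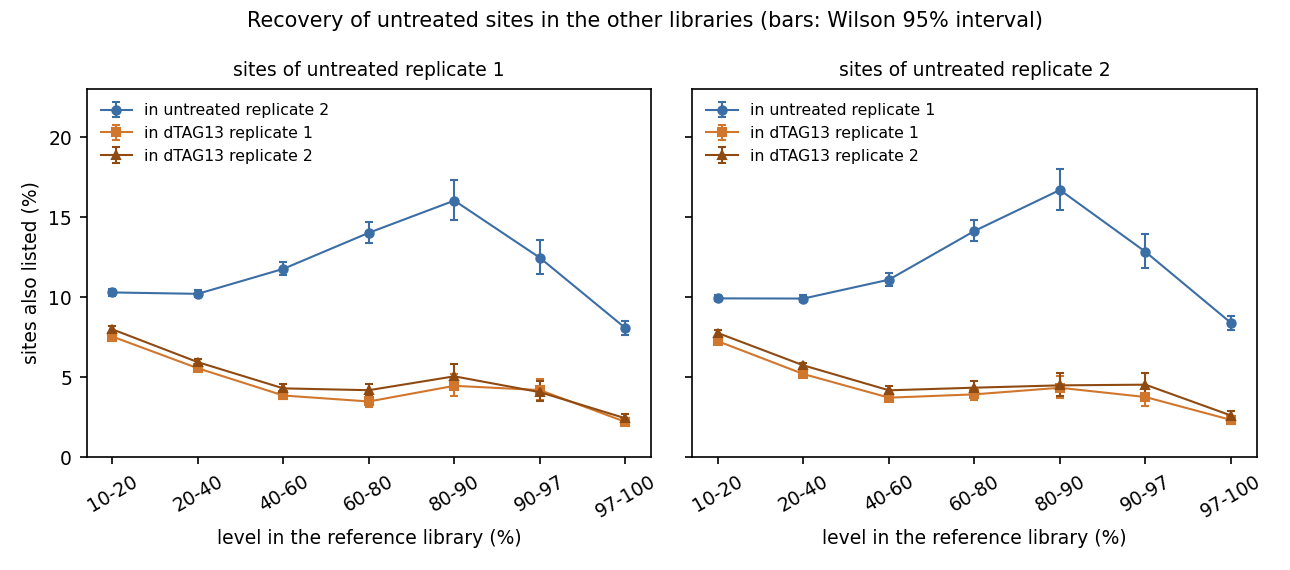
Share of the sites of each untreated library (at least 50 reads) that were also listed in the other libraries, by methylation level in the reference library, with Wilson 95% intervals. In both panels the other untreated library (blue) lies above both dTAG13 libraries (orange and brown) in every level band, for example 14.0% against 3.47% and 4.18% at 60 to 80% for untreated replicate 1.

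At the 2321 sites listed in all 4 libraries with at least 20 reads in each, the level could be compared directly. Median reads at these sites ranged from 130 to 198 per library. The median level was 21.9% and 21.7% in the untreated libraries and 21.8% and 21.3% in the dTAG13 libraries. The group means, 21.8% ± 0.14 and 21.5% ± 0.39 (SD, n = 2 each), differed by less than the spread between the dTAG13 replicates, with p = 0.667 in the exact permutation test. Taken over all sites listed in each library instead, the difference of dTAG13 minus untreated moved from -0.24 to 1.62 percentage points. The median change over the 2321 sites was 0.104 percentage points. The 4 comparisons of 1 dTAG13 library with 1 untreated library gave -0.169 to 0.188. As background, the median difference of replicate 2 minus replicate 1 was -0.149 points without and -0.222 points with dTAG13. The median change was thus no larger in size than the differences between replicates. It rests on sites still listed after dTAG13. With unlisted dTAG13 sites set to the listing limit of 10%, the median change over 27302 sites listed in both untreated libraries was -15.2 points. Filling the untreated levels in the same way, over 12980 sites listed in both dTAG13 libraries, gave -7.90 points for untreated minus dTAG13. The filling thus gives a fall in either direction, and the value does not measure the size of a change.

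The change depended on the untreated level and on whether the tables placed the site in a gene, a split made after the data were seen. At 1193 sites inside genes the median change was -0.107 points, and at 1128 sites outside genes it was 0.299 points. Inside genes, the 79 sites with an untreated mean of 90% or more had a median change of -47.5 points, and both dTAG13 libraries lay below both untreated libraries at 72.2% of them. Chance gives 16.7% for 2 against 2 libraries. The 102 such sites outside genes had a median change of -0.09 points, with 18.6% separated in that direction. At an untreated mean of 40 to 90% the median change was -20.7 points at 114 sites inside genes and -0.62 points at 226 sites outside genes. At 10 to 40% it was 0.546 and 0.513 points.

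The quasi-binomial model with limma-moderated dispersion found 54 of the 2321 sites changed at an adjusted p under 0.05, of which 52 were lower and 2 were higher with dTAG13. At an unadjusted p under 0.05 there were 217 sites. Summing replicates and applying Fisher's exact test, which ignores the spread between replicates, moved this count most, to 531 sites (296 lower and 235 higher). At all 52 lower sites both dTAG13 libraries lay below both untreated libraries. The lower sites had a median level of 94.9% without and 20.4% with dTAG13, and their changes ranged from -12.7 to -88.4 points with a median of -60.6 points. Sites that did not pass had a median untreated level of 21.4%. The lower sites lay in 49 genes, with 3 outside genes, and 26 of them had an untreated mean of 95% or more. They included sites listed under Tpt1, Tpt1-ps3, Gm10076 and Hnrnpa1. Reads of such genes and pseudogenes can be shared with near-identical copies, so these are reported as uncertain.

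**Figure D3:**
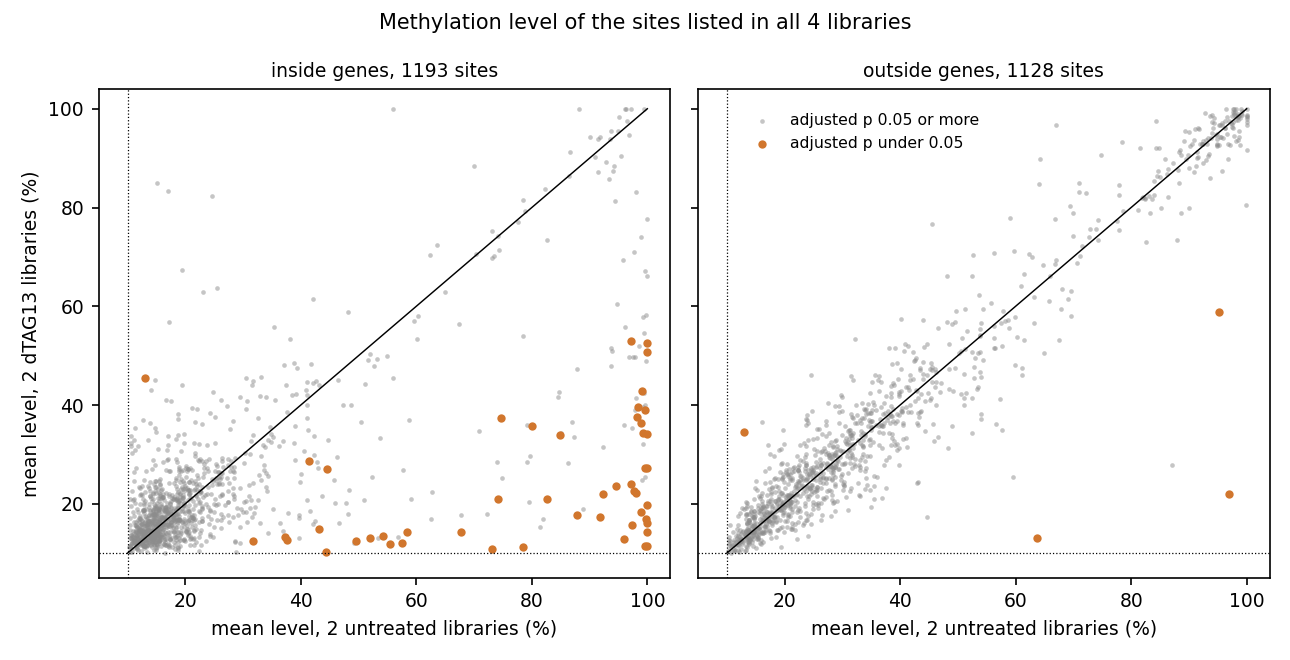
Mean methylation level of the 2 dTAG13 libraries against that of the 2 untreated libraries for the sites listed in all 4 libraries, inside genes (left) and outside genes (right), with the line of equal level and dotted lines at the listing limit of 10%. Sites at an adjusted p under 0.05 (orange) were lower in 52 cases and higher in 2, and 49 of the lower sites lie in the left panel.

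The 5 largest falls under the naming rule were as follows. The site at chr7:122601532 (plus strand) in Rbbp6 went from 99.9% ± 0.18 to 11.5% ± 1.72 (SD, n = 2), with 396 to 751 reads per library and an adjusted p of 0.00444. At chr5:114960584 (minus strand) in 2610524H06Rik the level went from 100% ± 0 to 14.2% ± 2.72 (177 to 423 reads, adjusted p 0.0050). In 2610507B11Rik, at chr11:78162702 (plus strand), it went from 100% ± 0 to 16.2% ± 4.90 (81 to 299 reads, adjusted p 0.00746). At chr19:10177069 (minus strand) in Fen1 it went from 96.0% ± 5.24 to 12.9% ± 2.65 (300 to 504 reads, adjusted p 0.0109). The call in Fen1 was not kept by edgeR (adjusted p 0.0537) or by limma on log2 odds (0.159), the largest of the 5 alternative values, and the smallest was 6.72e-292 in the pooled Fisher's exact test. In Fzd2, at chr11:102496378 (plus strand), the level went from 99.7% ± 0.08 to 17.0% ± 3.82 (133 to 655 reads, adjusted p 0.00444). The dTAG13 levels of these sites were close to the listing limit of 10%, below which a site would not have been compared.

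Only 1 rise met the rule, at chr16:18057705 (minus strand), outside genes, from 12.99% ± 0.73 to 34.6% ± 0.40 (SD, n = 2; 252 to 649 reads, adjusted p 0.0224). Its adjusted p was 0.0687 with limma on log2 odds and lay between 4.64e-28 and 0.0472 under the other 4 alternatives. The other higher site fell outside the rule, with 43 reads in dTAG13 replicate 1, and is named after its values were seen: chr9:44837070 (minus strand) in Ube4a, from 13.1% ± 1.44 to 45.5% ± 4.76 (adjusted p 0.0397).

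**Figure D4:**
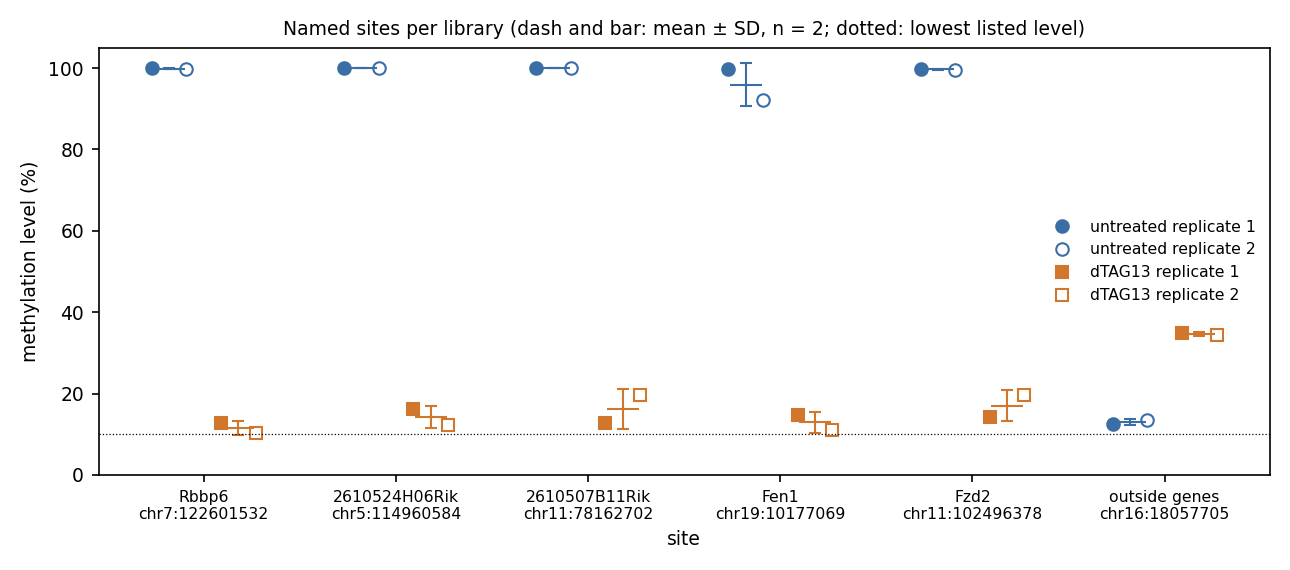
Methylation level of the named sites in each library (circles, untreated; squares, dTAG13; filled, replicate 1; open, replicate 2), with the mean ± SD of each group (n = 2) and a dotted line at the lowest listed level of 10%. In the 5 sites that fell, both untreated libraries lie above 90% and both dTAG13 libraries below 20%; the site outside genes rose from 12.99% to 34.6%.

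Reads were also summed per gene. Of 1016 genes with a tested site, 46 were lower and 0 were higher at an adjusted p under 0.05, with 141 genes at an unadjusted p under 0.05. Since 872 of the 1016 genes and 38 of the 46 changed genes had 1 tested site, the gene test largely repeats the site test. Restricting it to the 26 genes with at least 3 tested sites moved the count most, to 2 genes. These were Hnrnpa1, from 35.7% ± 2.25 to 14.9% ± 1.49 over 3 sites (SD, n = 2; adjusted p 0.00539), and Tmsb10, from 34.0% ± 1.19 to 21.8% ± 1.27 over 4 sites (adjusted p 0.0317). In each gene 1 site carried the fall. In Hnrnpa1 the site at position 103152844 changed by -38.9 points, and the other 2 changed by -1.80 and 19.6 points without passing. In Tmsb10 the site at position 72934416 changed by -37.2 points, and the other 3 changed by -1.64 to 5.22 points without passing. With limma on the mean log2 odds of the sites of each gene, neither gene passed, at adjusted p 0.788 and 0.636. The next 3 genes by p did not pass: Tnks1bp1 (23.4% to 31.6%, adjusted p 0.286), Efna5 (17.4% to 23.2%, adjusted p 0.330) and Nectin1 (19.9% to 23.1%, adjusted p 0.384).

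Mettl3, the tagged gene, had 10 and 15 listed sites without dTAG13 and 10 and 8 with it, and none in all 4 libraries, so its level was not tested. Its gene coverage was 60.7 and 59.4 without and 64.4 and 61.8 with dTAG13, a limma log2 change of 0.15 ± 0.24 (SE, n = 2 per group; adjusted p 0.807). METTL3 protein was not measured in these tables. Mat2a, a target of the methyltransferase METTL16, was listed with 4 tested sites, and its level was 69.4% ± 1.24 without and 74.0% ± 2.81 with dTAG13 (SD, n = 2; adjusted p 0.423).

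Of the list of retinal regulator genes fixed before the tables were opened, 11 genes are reported: Rax, Pax6, Six3, Six6, Lhx2, Otx2, Sox2, Hes1, Nr2e1, Sfrp2 and Fgf15. All 11 had listed sites in every library, and 2 of them had tested sites. Lhx2 (1 site) was at 15.7% ± 2.39 without and 18.9% ± 5.26 with dTAG13 (adjusted p 0.847), and Sfrp2 (2 sites) was at 20.1% ± 0.11 and 19.1% ± 0.70 (SD, n = 2 each; adjusted p 0.688). Neither changed over all genes tested or when adjusted over the list alone, and 0 of the 2 reached an unadjusted p under 0.05. The listed sites of the 11 genes added up to 368 and 320 without dTAG13 and 330 and 356 with it. The means of 344 ± 33.9 and 343 ± 18.4 (SD, n = 2 each) differed by less than the spread between replicates.

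Gene coverage was compared over the 12520 genes with a value in all 4 libraries. With limma on median-centred log2 coverage, 0 genes changed at an adjusted p under 0.05, and the smallest adjusted p was 0.363. At an unadjusted p under 0.05 there were 1595 genes, against 402 and 395 for the other 2 splits of the 4 libraries, which also gave 0 genes at an adjusted p under 0.05. Without centring, the alternative that moved this most, 15 genes passed (9 lower and 6 higher) while the median of all genes shifted by -0.15 on the log2 scale. Among the 11 retinal genes, the log2 changes relative to the median gene ran from -0.57 (Sfrp2, SE 0.22) to 0.26 (Fgf15, SE 0.25), with adjusted p of 0.389 and 0.665.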

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

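The tests in this part were chosen after the data were seen, each before its own result was seen. Groups of 2 libraries were too small for a search for outlying libraries. In both results below, both dTAG13 libraries lay above both untreated libraries.

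The conversion rate of genes was higher with dTAG13. Its median over 12520 genes was 95.8% and 96.2% without dTAG13 and 96.9% and 96.7% with it, a difference of 0.7705 percentage points (exact permutation p 0.333, the smallest possible). Both explanations examined stay open. The first is fewer methylated A. In 4276 genes without a site listed in both untreated libraries, the median unconverted share still differed by -0.628 points, against -0.822 points in the 8232 genes with such a site. This does not exclude lost methylation, because sites listed in 1 library were common in these genes too, and an unlisted site can be methylated. The second is more complete chemical conversion. It would lower the unconverted share of mitochondrial RNA, which METTL3 is not known to methylate. The median over 12 mitochondrial genes was 4.47% and 3.61% without and 3.50% and 4.21% with dTAG13, a difference of -0.184 points with overlapping groups, so the test does not decide. Lost methylation and better conversion in the dTAG13 libraries may both contribute. The conversion rate enters the authors' site test, and more complete conversion would lower the number of false sites. In 198 genes with coverage matched within 1.5-fold and a conversion rate no higher with dTAG13, the ratio of listed sites was nevertheless 0.673. It was 0.728 in the 759 genes chosen by conversion alone. Both values argue against conversion as the whole cause of the smaller number of sites.

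Mitochondrial sites ran against the overall fall in listed sites. The untreated libraries listed 171 and 143 and the dTAG13 libraries 197 and 182, with means of 157 and 189.5 (exact permutation p 0.333). Higher coverage of mitochondrial RNA would list more sites, and the tables give 2 answers. The median reads at mitochondrial sites were higher in both dTAG13 libraries (360 and 382.5) than in both untreated libraries, with a ratio of 1.19. The coverage summed over 12 mitochondrial genes was not, with a ratio of 0.893 between the group means. Coverage can therefore neither be excluded nor shown as the cause, and a response of mitochondrial RNA to METTL3 loss was not tested. The 3 mitochondrial sites tested in all 4 libraries changed by -2.25 to -0.50 points, and 0 of them passed the threshold.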

How the results depend on the processing

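The fall in the number of listed sites kept its direction under every alternative tried. The ratio of dTAG13 to untreated was 0.704 and ran from 0.641 to 0.767 across the 4 fits that each left out one library, from 0.728 to 0.761 under stricter calling, and was 0.672 in coverage-matched genes (added after the data were seen).

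The recovery of untreated sites with dTAG13 relative to the other untreated library was 0.572 and stayed below 1 throughout. This ratio is lowered in part by the smaller number of sites in the dTAG13 libraries. It rose to 0.617 with at least 200 reads in the reference library and fell to 0.293 at levels of 50% or more and to 0.318 at 40 to 90% (added after the data were seen). The level restriction shows its own cause, since sites near the listing limit were lost less often. The cause of the shift at 200 reads was not tested.

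The median level of sites tested in all 4 libraries differed by -0.237 points between groups. Over all listed sites the difference was 1.62 points, where each library has its own sites. The median change, 0.104 points, has no stable sign. It was -0.666 when sites needed only 1 of the 2 dTAG13 libraries and -1.17 at a mean level of 50% or more. After subtracting the gene's unconverted share it was 0.277, and with unlisted dTAG13 sites set to the listing limit -15.2. Across the 4 fits that each left out one library it ran from -0.395 (without dTAG13 replicate 1) to 0.366 (without untreated replicate 1). The value of -15.2 points comes in part from the filling. In the opposite direction (untreated minus dTAG13, over sites listed in both dTAG13 libraries) the filling gave -7.90 points. The value of -0.666 points follows from the sites that setting adds, and for the others the cause was not tested. Pooling the reads of all tested sites per library gave a difference of -0.691 points. That value is weighted by reads and is not a median over sites.

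The number of changed sites, 54, stayed between 41 and 66 under every alternative except the pooled Fisher's exact test, which called 531 sites (296 lower and 235 higher) because it takes no account of the spread between replicates. In each of the others most calls were lower, for example 40 of 41 with at least 50 reads and 63 of 66 with a dispersion trend on coverage (added after the data were seen). Leaving out a library leaves 1 in its group, so the models were not refitted without it. The limma test on log2 odds called 41 lower sites, 35 of them among the 54, and edgeR called 52 sites, 47 of them among the 54. Of the 30 checks of named sites, 27 kept their side of the threshold and 3 did not (Fen1 with 2 tests and the rise at chr16:18057705 with 1). Genes with at least 3 tested sites gave 2 changed genes in place of 46, since 26 genes were left. Of the 10 checks of named genes, 7 kept their side of the threshold and 3, in Hnrnpa1 and Tmsb10, did not.

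Gene coverage gave 0 changed genes under quantile normalisation and under a coverage minimum of 20, and 15 without centring. The difference without centring has a depth difference between libraries in it, and its cause was not tested further. The retinal list gave 0 changed genes at 50 reads as well, but 2 of the 11 genes reported could be tested, so this says little about the list.

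The replicate numbers did not pair the libraries: over 2321 sites the replicate differences of the groups had a correlation of 0.038. With a replicate block, 66 sites changed (61 lower and 5 higher, 47 shared with the 54), as did 44 genes, 0 genes of the retinal list and 0 genes in coverage. Tmsb10 did not pass with the block (adjusted p 0.0787 against 0.0317 without it, and 0.636 with limma on the mean log2 odds of its sites).

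Comparisons by DRACH motif and by transcript region, and the fits restricted to DRACH sites, were not run because no genome of the build was used here. The listing limits restrict the site test to 2321 sites, in which a fall below 10% cannot be seen.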

Other observations

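All tests in this part were chosen after the data were seen. Those on coverage, conversion and neighbouring sites, and that on the retinal list, were written down before their own results were seen, with the coverage-matched genes and the band of 40 to 90% not planned in advance. Those on bases that differ from the reference, few starting molecules, the listing limit, other splits of the libraries and sites outside genes were chosen after their results were seen.

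The smaller number of sites with dTAG13 was not removed by matching coverage. In 784 genes with closely matched coverage the ratio was 0.672, and among sites at 40 to 90% with another site listed within 10 nt with at least 50 reads, recovery with dTAG13 was 0.492 of that between untreated replicates. In that second test 20.9% and 24.1% of sites were recovered between the untreated libraries and 10.7 to 11.4% in the dTAG13 libraries. Sites of the dTAG13 libraries chosen in the same way were recovered at 11.2% and 10.2% in the other dTAG13 library. In the untreated libraries they were recovered at 10.6 to 12.7%. Recovery between the untreated libraries thus stood above every other comparison. Over all untreated sites at 40 to 90%, with or without a neighbouring site, the ratio of recovery with dTAG13 to that between untreated replicates was 0.318. Over all levels, requiring a neighbouring site raised the ratio from 0.572 to 0.794, with 15.7% and 16.7% recovered between the untreated libraries and 12.5 to 13.2% in the dTAG13 libraries. This requirement also selects regions where listed sites cluster, so the rise does not isolate coverage. The chemistry was weighed through the 198 genes whose conversion was no higher with dTAG13, where the ratio was 0.673. Loss of METTL3 activity is the difference the design names, and it may account for the lost sites.

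Most of the listed sites were not seen again, even between untreated replicates. Uncovered positions do not account for this at sites with a neighbouring site listed in the other untreated library, where 16.2% were recovered. Such a neighbour was listed for 42844 of the 219598 sites of untreated replicate 1 with at least 50 reads. For the remaining sites, coverage in the other untreated library was not known, so uncovered positions may contribute there. Bases that differ from the reference would be listed wherever they are covered. Of the sites at 97% or more in untreated replicate 1, 0.426% (Wilson 95% interval 0.335 to 0.541%) were listed in all 4 libraries. Coverage in the other libraries was not required for this share, so it cannot rule out such bases. Many reads from few starting molecules could give high levels at a site in a single library. Single-library sites at 97% or more sat at lower coverage relative to their gene than those under 40%, with a ratio of 0.454. The ratio was also below 1, at 0.316 to 0.511, among sites listed in 2 or more libraries, so it does not single out sites from few molecules, and this explanation stays open. The mean dispersion between untreated replicates rose from 8.05 at 15 to 50 reads to 25.2 at 400 or more, and the binomial expectation is 1. The median dispersion was lower, at 1.84 and 6.13 in these bands, and lay between 4.37 and 4.73 from 50 to 400 reads. Read number alone therefore overstates the precision of a listed level, and a site seen in 1 library needs a second library before it is used.

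The direction of the changed sites, 52 lower and 2 higher, was weighed against other splits of the libraries. Only 1 of the 3 splits of the 4 libraries gave as many changed sites, the real one. The other 2 gave 0 and 0, with 100 and 81 sites at an unadjusted p under 0.05 against 217. With 3 splits the share cannot fall below 0.333, so this count cannot decide about chance. In data simulated for 2321 sites without a change, the model called 0 sites (4.96% at an unadjusted p under 0.05), so the noise it fits does not give 54 calls. The 54 sites may be a small part of the falls, because a site has to stay above 10% to be compared. Of 4533 sites at 40 to 90% in both untreated libraries, 4.02% (3.48 to 4.63%) were listed in both dTAG13 libraries and 83.2% in neither. In the opposite direction, 13.9% (11.99 to 16.17%) of 1054 sites of the dTAG13 pair were listed in both untreated libraries and 70.7% in neither. A part of this gap follows from the larger number of sites in the untreated libraries.

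The split between sites inside and outside genes is the most unexpected pattern in the tested sites. Inside genes, sites with an untreated mean of 90% or more had a median change of -47.5 points (27 of 79 past the threshold), and outside genes such sites changed by -0.09 points (2 of 102 past it). The median level per library was 98.6% and 98.3% without and 50.0% and 47.4% with dTAG13 inside genes, against 96.4%, 96.8%, 96.3% and 96.1% outside genes. The difference between the places was not itself tested across libraries. Fewer reads outside genes (a median of 49.4 against 141.2) are not enough to explain it, since the 27 sites inside genes with under 100 reads changed by a median of -41.5 points and the 79 outside genes with under 100 reads by -0.142. Choosing sites by a high untreated level does not create the fall either. At the 86 sites inside genes chosen by untreated replicate 1 alone, untreated replicate 2 differed from it by a median of -0.844 points and the nearer dTAG13 library by -52.3. Recovery over all listed sites pointed the same way, with a smaller gap. At 90% or more in untreated replicate 1, recovery with dTAG13 was 0.278 of the untreated share inside genes and 0.531 outside genes, where the untreated share itself was 15.6% and 1.57%. With untreated replicate 2 as reference the ratios were 0.269 and 0.644, with untreated shares of 16.1% and 1.69%. Most sites at 90% or more outside genes were thus not seen again between untreated replicates, and the steady level holds for those listed in all 4 libraries. A candidate explanation is that the A signal at these steady sites outside genes is mostly not METTL3-dependent m6A, for example A carried by a base that differs from the reference, by misplaced reads or by RNA protected from deamination. This was not tested, because it needs the genome sequence of the build. If it holds, a list of sites meant to hold METTL3-dependent m6A may be cleaner when these sites are set aside.

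Sites at 10 to 40%, the bulk of the tested sites, did not fall inside genes (median change 0.546 points over 1000 sites) or outside genes (0.513 points over 800 sites). Their recovery was reduced with dTAG13, to 0.664 of the untreated share inside genes and 0.759 outside genes for untreated replicate 1. Sites that fell below 10% leave the comparison, so the median change alone does not show that low sites are insensitive to METTL3 loss. No further explanation was tested for these sites.

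The 11 retinal regulator genes reported kept nearly their number of listed sites, with a ratio of 0.997 against 0.704 over all sites. The ratio ran from 0.955 (without Lhx2) to 1.04 when 1 gene at a time was left out. High coverage of these genes may explain it: among 10000 random lists of 11 genes matched on coverage, the median ratio was 0.895 and the retinal genes lay at percentile 86.7. The list therefore did not stand apart from other well covered genes.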
